A study of Mus musculus with 16 samples. Its data were reported in "A unique poly(A) tail profile uncovers the stability and translational activation of TOP transcripts during neuronal differentiation" (2023).

How the data were processed

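P19 cells were profiled before differentiation (D0) and after 6 days in neuronal medium with 500 nM retinoic acid (D6). Per the labels, each lysate was split, RNA-seq libraries were made from total RNA, and RPF libraries from lysates digested with micrococcal nuclease, from which fragments of 20 to 40 nt were purified on a gel. All libraries were sequenced as 51 bp single-end reads. Groups and replicate numbers were taken from the sample titles, which gave 4 libraries per day and library type.

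The authors removed optical duplicates with clumpify, trimmed adapters, removed rRNA reads and filtered on read length with BBDuk, and mapped the reads with BBMap in slow mode to GENCODE mouse transcripts (mm10 assembly). They kept transcripts above a minimal number of reads across replicates and conditions and ran Xtail on the read counts of RNA-seq and RPF libraries from both days. The log2 values in the authors' deposited table are Xtail's final estimate of the change in translational efficiency, D6 over D0. The p-value column deposited by the authors holds Xtail's p-value adjusted for multiple tests. These steps bear on the values, since mapping to transcripts can split reads among isoforms and near-identical copies, and the ratio of RPF to RNA-seq is set against all other transcripts. The table holds pooled estimates of the comparison and no values per library. The first 14999 rows carry more digits than the later ones, so the larger adjusted p-values were rounded to 6 decimals before unadjusted values were recovered. The smaller ones, including all under 0.05, were left as printed.

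Transcript identifiers were matched to the GENCODE release 21 annotation of GRCm38, the same assembly as mm10 but an earlier release than the one the authors used. It gave names, biotypes, coordinates and lengths for 17183 of 17273 transcripts, and the 90 others entered only the counts over all transcripts. Transcripts passed the threshold at an Xtail adjusted p-value under 0.05, and no model was refitted. Unadjusted p-values were recovered by inverting the Benjamini-Hochberg procedure. Because that procedure gives tied adjusted values, the recovered values are upper limits and counts of them are lower limits. The gene lists were cytosolic RP, other TOP mRNAs, neuronal and pluripotency markers, glycolysis, mTOR pathway, mRNAs with upstream reading frames, mitochondrial RP, replication-dependent histones, mitochondrially encoded mRNAs and snoRNA host genes of the TOP type, the last of which had 0 transcripts in the table. They were written from general knowledge before the data were examined, as were the main tests and most alternatives. Lists of OXPHOS and proteasome subunits were added after the values had been seen.

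Each list was compared with the other transcripts by a two-sided Kolmogorov-Smirnov test, the kind of test the study used, and its median was ranked among 10000 random lists of the same size. The study compared TOP with non-TOP transcripts only among those with lower RNA at D6, and took its TOP list from a publication. The comparison here thus differs in both respects. Abundance is not given, so the random lists were not matched on it. As isoforms of a gene are not independent, the median over a gene's transcripts was also used, with a two-sided permutation test of the difference in medians (100000 permutations) for lists of at least 10 genes. For matching on length, each gene was replaced at random by 1 of the 50 other genes nearest in median transcript length, 10000 times. P-values were adjusted by the Benjamini-Hochberg method over the lists fixed beforehand, over 7 comparisons of lists (9 where OXPHOS and proteasome genes were compared with TOP genes separately) and over 21 chromosomes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

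The calculations were tested on simulated data over 8538 genes. A shift of 0.40 planted in 200 genes was recovered as 0.40 on average over 100 simulated lists, and as 0.31 in a further single list. Under a simulated length trend alone, the TOP genes differed by 0.47 on average without matching and by 0.01 with matching, and 3% of these simulations had a matched p-value under 0.05. This trend was stronger than that in the data, where lists matched to the TOP genes on length had a mean median of 0.15. The value of 0.47 is thus no estimate of what length gives in the data. In a further single list of short genes, matching left a difference of 0.10 under the trend alone, so a single list can miss its true value by 0.10. With a shift of 0.40 planted in that list as well, the difference was 0.50. This second value follows from the first by construction and is no separate check of the matching. Of 17000 simulated p-values, 1640 lay under 0.05, and 1640 did so after recovery from their adjusted values.

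The named transcripts follow a fixed rule: the 5 highest and 5 lowest log2 changes among those under the threshold with a gene symbol, 1 per gene; at most the 3 highest and 3 lowest members of each list; and Rpl4, Map2, Larp1 and Mtor. The depth per library is unknown from this table, so no precision from depth can be given. Alternatives tried were a stricter threshold, limits on the log2 change, centring, 1 value per gene, other tests, parts of the TOP list, protein-coding transcripts, matching on length, and leaving out transcripts listed at exactly 0. The design foresaw count models where counts per library were present and comparisons of RNA and RPF changes, classes of RNA change and their correlation with efficiency. These were not run because the table used here gives only the change in efficiency and its adjusted p-value.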

Results

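Ribosome profiling (Ribo-seq) was used to compare the ribosome engagement of mRNAs between undifferentiated P19 cells (day 0, D0) and P19 cells after 6 days of neuronal differentiation (D6). P19 is a mouse embryonal carcinoma line that forms neurons when treated with retinoic acid, applied here at 500 nM. Each cell lysate was split between an RNA-seq library, made from total RNA, and a library of ribosome-protected fragments (RPF), the pieces of mRNA that a ribosome shields from nuclease. The series comprised 16 libraries, with 4 RNA-seq and 4 RPF libraries at D0 and the same numbers at D6 per the labels. The study's figure legends give fewer biological replicates than the labels, and which libraries entered the comparison below is not stated. The values analysed were the authors' own comparison of the days, which gives 1 log2 change in translational efficiency (RPF relative to RNA-seq, D6 over D0) and 1 adjusted p-value per transcript. Values of single libraries were not used here, so the sequencing depth of each library is unknown, no spread between replicates is given, and no value carries an interval. The statistical weight of a single transcript therefore rests on the authors' Xtail test, a method for differential translation.

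The table covered 17273 transcripts, of which 17183 (99.5%) were named in the mouse annotation and belonged to 8538 genes. A single transcript was listed for 4239 genes, and the other 4299 genes had several, up to 27. Protein-coding transcripts made up 12548 rows, retained-intron transcripts 3006, nonsense-mediated decay transcripts 875 and other processed transcripts 741. The log2 change had a median of 0.02 over all transcripts, quartiles of −0.36 and 0.39, and a range from −3.88 to 3.33. It was above 0 for 8782 transcripts, below 0 for 8239 and listed at exactly 0 for 252. With the median this close to 0, the values describe changes of one transcript relative to the others, and a change in translation shared by all mRNAs is not visible in them.

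The first question was which transcripts changed their translational efficiency during differentiation. In the authors' deposited table, 49 transcripts (0.284%) of 45 genes had an Xtail adjusted p-value under 0.05, 7 of them higher and 42 lower at D6. At an adjusted p-value under 0.01 these counts were 1 and 14. The higher transcripts spanned log2 changes from 1.38 to 2.69 with a median of 2.14, and the lower transcripts from −3.16 to −1.39 with a median of −2.19. An adjusted p-value of at least 0.99 was listed for 13883 transcripts (80.4%). An unadjusted p-value under 0.05, recovered from the adjusted values, was found for 1102 transcripts (6.38%). Most differences between the days were thus too small to be told from the replicate error by this test. Of the 49 transcripts, 39 were protein-coding. The same 45 genes had 69 further transcripts that did not pass the threshold, and 47 of these changed in the direction of the transcript that did.

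**Figure D1:**
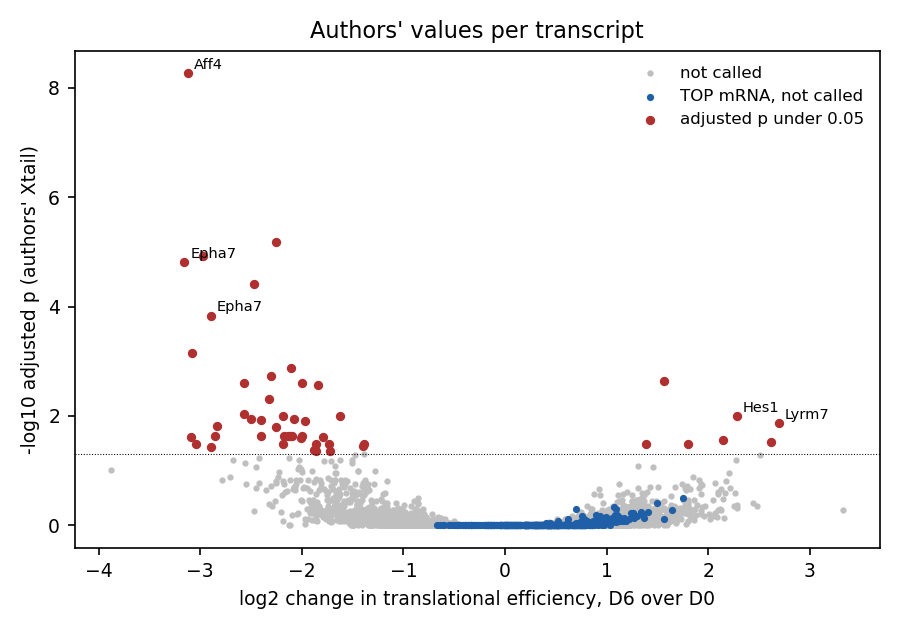
Log2 change in translational efficiency (horizontal axis, D6 over D0) against −log10 of the Xtail adjusted p-value (vertical axis) for each transcript, as the authors give them, with the dotted line at an adjusted p-value of 0.05. The 42 lower and 7 higher transcripts lie above the line, and the TOP mRNA transcripts (blue) lie below it and mostly to the right of 0.

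Among the higher transcripts past the threshold in the authors' deposited table, the largest change was that of Lyrm7, a protein-coding transcript on chromosome 11 from 54838359 to 54860912 of GRCm38, with a log2 change of 2.69 (Xtail adjusted p = 0.0134). It was followed in that table by Uhrf2 at 2.61, Hes1 at 2.28, Glo1 at 2.14 and Hnrnpa3 at 1.80, and the Uhrf2 and Glo1 transcripts were annotated as retained introns. Hes1 lies on chromosome 16 from 30065340 to 30067796, and the authors' deposited table gave it an adjusted p-value of 0.0101. Among the transcripts past the threshold in the authors' deposited table, with 1 per gene, the lowest changes were those of Epha7 at −3.16, Aff4 at −3.12, Mios at −3.09, Fap at −3.08 and Arhgef7 at −3.05, where the Fap and Arhgef7 transcripts were retained introns. Epha7 lies on chromosome 4 from 28813250 to 28967499 and had an adjusted p-value of 1.52e-05 in the authors' deposited table. Aff4 lies on chromosome 11 from 53350833 to 53421830, and its transcript of 10099 nt, with a coding region of 3483 nt and a 3′ UTR of 6315 nt, had the smallest adjusted p-value of the authors' deposited table, 5.41e-09. Reads were mapped to transcripts, so a read shared by isoforms of a gene can be assigned to any of them, and a value for 1 isoform is uncertain to that extent.

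The next comparison concerned TOP mRNAs, which start with a 5′ terminal oligopyrimidine motif and encode ribosomal proteins (RP) and translation factors. The question was whether these mRNAs gained ribosome engagement relative to other mRNAs during differentiation. The list held 96 genes with 515 transcripts, of which 427 belonged to 79 cytosolic RP genes and 88 to 17 other TOP genes. The TOP transcripts had a median log2 change of 0.43 (interquartile range 0.14 to 0.73), and the other transcripts had a median of 0. The change was above 0 for 434 TOP transcripts, below 0 for 77 and at 0 for 4. The distributions differed in a two-sided Kolmogorov-Smirnov (KS) test across transcripts (D = 0.366, p = 1.05e-60, n = 515 and 16668 transcripts). Transcripts of one gene are not independent, and 18.9% of 1000 random gene lists with the same numbers of transcripts had a KS p-value under 0.05. The largest D among them was 0.108. The TOP median lay above those of all 10000 random lists of as many transcripts, which ranged from −0.08 to 0.12. A log2 change above 0.5 was seen for 218 TOP transcripts (42.3%) and one below −0.5 for 8 (1.55%), against 18.7% and 19.2% of the other transcripts.

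With 1 value per gene, the median over its transcripts, TOP genes had a median of 0.41 (interquartile range 0.21 to 0.65), and 88 of 96 lay above 0. A two-sided permutation test across genes gave p = 1e-05, the smallest its 100000 permutations can give, and 5e-05 after Benjamini-Hochberg adjustment over the 10 lists fixed beforehand that were tested in this way. The alternative that moved the difference most compared TOP genes with genes of similar transcript length, which lowered it from 0.43 across transcripts to 0.26 (p = 1e-04, n = 96 genes, the smallest p that 10000 lists can give). The median was 0.40 for cytosolic RP genes and 0.42 for other TOP genes, a difference of −0.02 that was not distinguishable from 0 (permutation p = 0.904, 0.904 after adjustment over 7 comparisons of lists). Small and large subunit RP genes also did not differ, with medians of 0.35 and 0.44 (permutation p = 0.324, adjusted p = 0.453). The difference between TOP and other transcripts was 0.43 among protein-coding, 0.42 among retained-intron, 0.43 among nonsense-mediated decay and 0.43 among other processed transcripts.

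**Figure D2:**
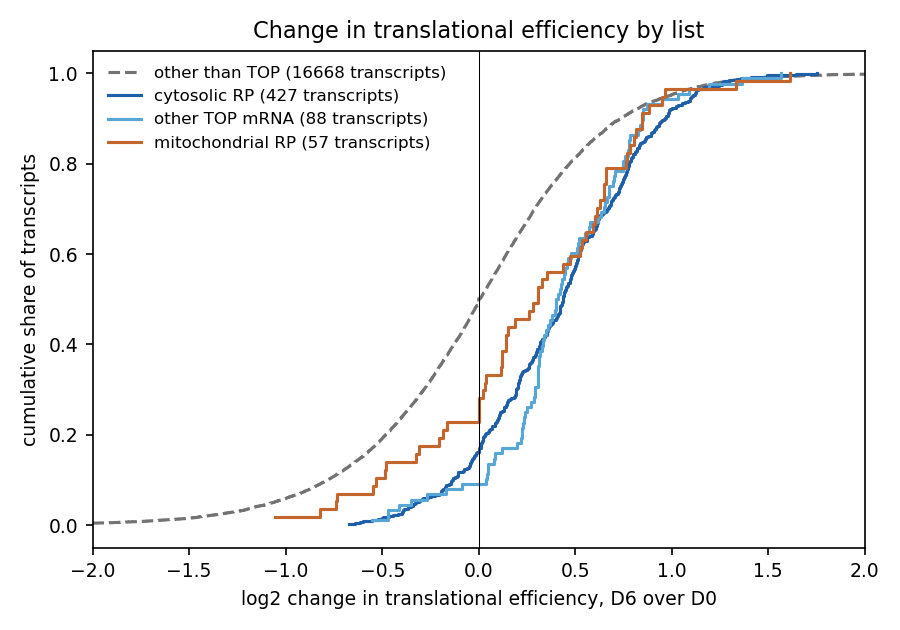
Cumulative share of transcripts (vertical axis) by log2 change in translational efficiency (horizontal axis, D6 over D0; values beyond 2 in either direction are not drawn) for cytosolic RP, other TOP and mitochondrial RP transcripts and for all transcripts other than TOP. Both TOP curves lie to the right of the dashed curve, with medians of 0.44 and 0.40 against 0.

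No single TOP transcript passed the threshold in the authors' deposited table, where the smallest adjusted p-value among them was 0.311, and the count adjusted over the list alone was also 0. An unadjusted p-value under 0.05 was found for 33 TOP transcripts (6.41%), and all 33 were higher at D6. Among the other named transcripts 1064 had such a p-value, 433 of them higher and 631 lower. The difference was thus seen for the list as a whole and was not detectable for any one of its transcripts. The highest gene medians of the list were those of Rpl36a at 1.21, Rps13 at 1.17 and Rpl38 at 1.09, and the lowest those of Rps27 at −0.47, Rpl14 at −0.29 and Rps28 at −0.19. Outside the RP genes, Eef1d at 1.03, Npm1 at 0.83 and Eif3f at 0.70 were highest, and Tpt1 at −0.17, Eif4b at −0.09 and Eef2 at 0.08 were lowest. RP genes have many processed pseudogenes of near-identical sequence, so the values of single RP genes are uncertain. The protein-coding transcript of Rpl4, on chromosome 9 from 64173375 to 64178666, had a log2 change of 0.38 in the authors' deposited table (adjusted p = 0.999).

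Mitochondrial RP genes, which encode ribosomal proteins without a TOP motif, served as a control list. Their 57 transcripts had a median of 0.31, a difference of 0.29 from the other transcripts (KS p = 0.00133, n = 57 transcripts), and 41 were above 0. With 1 value per gene, the 42 genes had a median of 0.31 (interquartile range −0.07 to 0.62), 30 of them above 0 (permutation p = 0.0015, adjusted p = 0.005). TOP genes exceeded mitochondrial RP genes by 0.10, which was not distinguishable from 0 (permutation p = 0.211, adjusted p = 0.368). None of the mitochondrial RP transcripts passed the threshold in the authors' deposited table, none did when adjusted over the list alone, and 1 had an unadjusted p-value under 0.05.

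**Figure D3:**
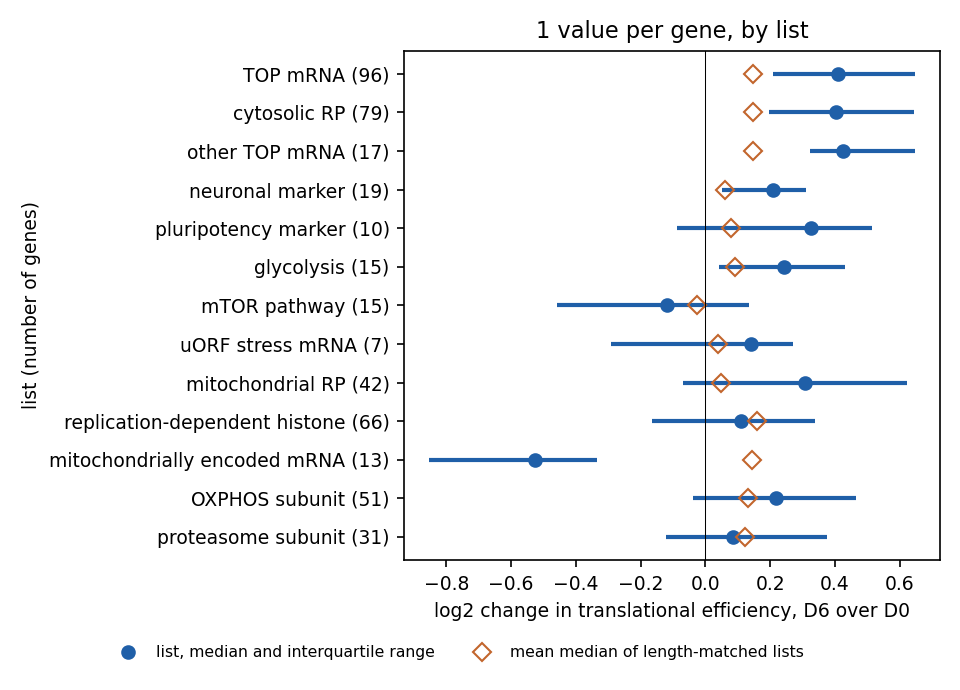
Log2 change in translational efficiency with 1 value per gene (horizontal axis) for each list of genes (vertical axis, number of genes in brackets). Points and bars give the median and the interquartile range over genes, and open diamonds the mean median of random lists matched on transcript length, which is 0.15 for TOP genes against their own 0.41.

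Of the other lists fixed beforehand, only the mRNAs encoded by the mitochondrial genome differed from the remaining genes in the permutation test across genes. The median of these 13 mRNAs was −0.53 (interquartile range −0.85 to −0.33), and 12 of them were lower at D6 (permutation p = 0.00258, adjusted p = 0.00645). The test treats them as independent genes, although they share a genome and may shift together. The lowest were mt-Nd1 at −1.10, mt-Co3 at −1.07 and mt-Co1 at −0.99, and mt-Nd6 at 0.19 was the only one above 0. None passed the threshold in the authors' deposited table or when adjusted over the list alone, and 2 had an unadjusted p-value under 0.05. Replication-dependent histone genes (66 genes, median 0.11, permutation p = 0.162, adjusted p = 0.18), neuronal markers (19 genes, 0.21, p = 0.147, adjusted p = 0.18), pluripotency markers (10 genes, 0.33, p = 0.0861, adjusted p = 0.143), glycolysis genes (15 genes, 0.24, p = 0.132, adjusted p = 0.18) and mTOR pathway genes (15 genes, −0.12, p = 0.392, adjusted p = 0.392) were not distinguishable from the remaining genes by the permutation test. The KS test, which compares whole distributions, gave p-values under 0.05 for some of these lists. With 1 value per gene these were the histone genes (p = 0.0251, adjusted p = 0.0419, n = 66 genes) and neuronal markers (p = 0.0352, adjusted p = 0.0503, n = 19 genes). Across transcripts they were glycolysis (p = 4.35e-05, adjusted p = 0.00012, n = 70 transcripts), pluripotency marker (p = 0.0185, adjusted p = 0.029, n = 27), mTOR pathway (p = 0.0291, adjusted p = 0.04, n = 40) and histone transcripts (p = 0.0355, adjusted p = 0.0434, n = 73), all under 0.05 after Benjamini-Hochberg adjustment over the lists fixed beforehand. The 7 genes with regulatory upstream reading frames had a median of 0.14 and were too few for the test. In none of these lists did a transcript pass the threshold, whether adjusted over all transcripts or adjusted over the list alone, and an unadjusted p-value under 0.05 was found for 7 histone, 1 neuronal, 0 pluripotency, 1 glycolysis, 3 mTOR pathway and 1 upstream reading frame transcripts. TOP genes exceeded histone genes by 0.30 (permutation p = 1e-05, the smallest possible, adjusted p = 7e-05). They were not distinguishable from glycolysis genes (difference 0.17, permutation p = 0.1, adjusted p = 0.233) or pluripotency markers (difference 0.08, p = 0.507, adjusted p = 0.592).

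Map2, a marker of mature neurons on chromosome 1, had 10 transcripts in the authors' deposited table with log2 changes from −0.58 to 0.35 and none past the threshold. Larp1, whose protein binds the TOP motif, had transcripts at −0.52 and −0.51 (adjusted p = 0.978 and 0.974), and Mtor was listed at −0.28 (adjusted p = 0.999) in the authors' deposited table. None of these changes was distinguishable from the replicate error by the authors' test.

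Transcript length varied between the lists and was related to the change in efficiency. The median annotated length was 690 nt for TOP transcripts and 3533 nt for the others. Across the 8442 genes outside the TOP list, which are not independent replicates, length and log2 change had a Spearman rho of −0.15. The median log2 change fell from 0.16 in the tenth of these genes with the shortest transcripts (204 to 1650 nt) to −0.13 in the tenth with the longest (6936 nt or more).

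**Figure D4:**
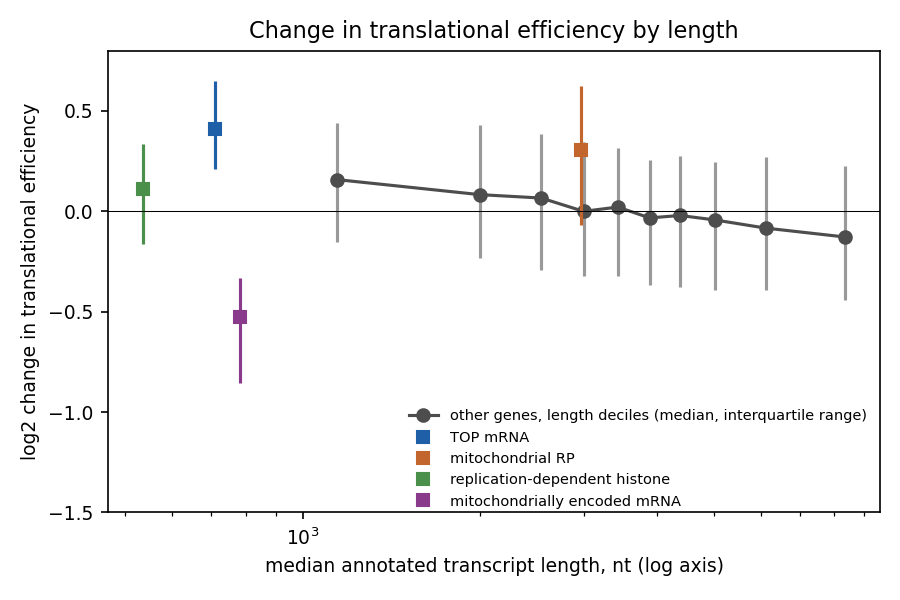
Log2 change in translational efficiency (vertical axis, 1 value per gene) against median annotated transcript length in nt (horizontal log axis) for length deciles of the genes outside the TOP list and for 4 lists. Points and bars give the median and interquartile range over genes, and TOP genes at 0.41 lie above the shortest decile at 0.16.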

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

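At an adjusted p-value under 0.01, 1 transcript was higher and 14 were lower at D6, against 7 and 42 at 0.05. With 1 value per gene, using the smallest adjusted p-value multiplied by the number of transcripts, 4 genes were higher and 27 lower. Both alternatives tighten the criterion by construction, and lower changes outnumbered higher ones under each. Limits of 0.5 and 1 on the size of the log2 change could remove none of these transcripts, whose smallest change was 1.38 in size, and centring by 0.02 could not change a sign, so these alternatives say nothing about stability. Restriction to protein-coding transcripts gave 5 and 34.

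The difference between TOP and other mRNAs kept its direction and its side of the threshold under all 8 alternatives run, from 0.26 to 0.44. The lowest value came from genes matched on length. Mitochondrial RP mRNAs also kept both under the 7 alternatives run, from 0.24 to 0.33, with p-values from 0.000263 to 0.0186. Restriction to protein-coding transcripts for the counts and for mitochondrial RP, matching on length or coding length, genes with 1 transcript and leaving out values at exactly 0 were chosen after seeing the data.

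No paired analysis was possible because the columns carry no replicates. For the same reason the replicate block, leaving out each replicate, the DESeq2 model and a filter on low counts were not run, and neither were Xtail's separate estimates, the more abundant transcripts, or any alternative on RNA or RPF changes, whose values are not used here. A restriction of the TOP and mitochondrial RP lists to transcripts with an adjusted p-value under 0.05 left 0 transcripts. Depth per library is unknown, which limits every statement on a single transcript to the authors' test.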

Other observations

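The tests of non-coding isoforms, of OXPHOS genes alone, of the annotated 5′ start, of the mitochondrially encoded mRNAs and of uncalled transcripts at the median size of the calls were chosen only after the results they measure had been seen. All patterns below were found and tested on the same data. D0 and D6 differ in differentiation state, and that biological explanation stays open and untested for each of them. Per the paper, undifferentiated cells were kept in a medium with serum, and differentiation was induced in a different medium with retinoic acid. Culture medium thus changed together with differentiation state, and its effect cannot be told apart here.

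TOP mRNAs lay above other mRNAs. Short length alone is argued against, since a difference of 0.26 remained against genes matched on length (p = 1e-04, n = 96 genes, the smallest p possible), although the difference was 0.41 without matching and part of it thus went with length. Isoforms counted separately are argued against by the difference of 0.41 with 1 value per gene, and a chance choice of genes by its permutation p of 1e-05, the smallest possible. Reads taken by non-coding isoforms stay open. The difference was 0.43 among protein-coding transcripts and of similar size in the other transcript classes, but reads shared by isoforms would give this too, so the explanation cannot be told apart from a rise of the mRNAs themselves. A rise shared equally by short housekeeping mRNAs is argued against by the excess of 0.22 over OXPHOS and proteasome genes (permutation p = 0.00023, adjusted p = 0.000805). OXPHOS genes alone, the shorter of these, were exceeded by 0.19 (permutation p = 0.00611, adjusted p = 0.0137). OXPHOS genes did rise, with a median of 0.22 over 51 genes (permutation p = 0.0131) and of 0.29 over 125 transcripts (KS p = 1.92e-06, n = 125). Of these transcripts, 18 had an unadjusted p-value under 0.05 and 1 passed when adjusted over the list alone. The 18 went in both directions, with those of Ndufs4 at 1.33 and Ndufa2 at −1.21 among them. Against length-matched genes the OXPHOS difference was 0.09 and not distinguishable from 0 (p = 0.25, n = 51 genes). The 31 proteasome genes had a median of 0.08 (permutation p = 0.478). The TOP excess over mitochondrial RP genes, which lay higher themselves, was not distinguishable from 0, so a set of mRNAs wider than TOP mRNAs may share part of the rise. The excess over the 15 glycolysis genes and the 10 pluripotency markers was not distinguishable from 0 either. These small lists also did not differ from the remaining genes (permutation p = 0.132 and 0.0861), so they cannot decide this. Whether the 5′ motif itself matters cannot be told apart from other features of these mRNAs. Among other protein-coding transcripts, 277 have an annotated sequence that starts with C and at least 4 more pyrimidines. These differed from the rest by 0.0083 (KS p = 0.884, n = 277). However, only 34 of 255 protein-coding TOP transcripts have such an annotated start, so the annotation does not mark the motif well. The protein-coding TOP transcripts with this start had a median of 0.37, against 0.47 for those without, a split that was not tested. Efficiency has RNA in its denominator, and a fall in TOP RNA with constant RPF would give the same values. The paper reports from direct RNA sequencing that TOP transcripts were enriched among those with lower RNA at D6. A fall in TOP RNA may thus contribute to the rise in efficiency. Neither its share nor a difference in depth was tested, because RNA and RPF values are not used here.

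Mitochondrial RP genes, the control list, also lay higher. Their median transcript length of 2969.5 nt is not short, and the difference from genes matched on length was 0.26 (p = 0.0058, n = 42 genes), which argues against length as the whole cause. Depth and RNA level stay open.

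The 13 mitochondrially encoded mRNAs lay lower, which is opposite to what their length would give. Against length-matched genes the difference was −0.67 (p = 0.0002, n = 13 genes), and a chance choice of genes had a permutation p of 0.00258. Both tests treat the 13 mRNAs as independent genes. The mRNAs share a genome and may shift together, so these p-values may be too small, as may that of the mitochondrial genome below. These mRNAs are translated by mitochondrial ribosomes, so a hypothesis is that fragments from those ribosomes were recovered to a different extent at D6, or that mitochondrial translation changed relative to cytosolic translation. Nuclear OXPHOS genes did not fall with them. No test here separates these hypotheses.

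Genes on chromosome X lay above the others. Of 21 chromosomes tested, X (266 genes, 60.9% above 0) had a difference of 0.16 (permutation p = 4e-05, adjusted p = 0.00084), the mitochondrial genome had an adjusted p of 0.0238, and no autosome had an adjusted p under 0.732. The value uses 1 median per gene, so by construction a gene with many isoforms weighed no more than any other. This is no separate test. Without TOP genes the difference was 0.15 (permutation p = 9e-05, n = 262 genes), and it was also 0.15 against length-matched genes (p = 1e-04, n = 266 genes, the smallest p possible). One region does not carry it, since 4 bins of 66 or 67 genes in order of position had medians of 0.20, 0.11, 0.20 and 0.07, and the difference without the highest bin was 0.15 (permutation p = 0.00047, n = 200 genes). Protein-coding transcripts alone gave 0.14 (permutation p = 0.00018, n = 254 genes). The P19 line is male according to the study's description, and a change of X-linked RNA levels in the denominator may contribute, but it was not tested because RNA values are not used here.

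Most calls were lower, and they fell on long transcripts, with a median length of 4960 nt for the lower calls against 2175 nt for the higher ones. Among transcripts of at most the median length of 3470 nt, 12 calls were lower and 7 higher (exact binomial p = 0.359), and among longer ones 30 and 0. The split differed between these groups (Fisher's exact p = 0.000587). Length cannot be told apart from other causes with so few calls among the shorter transcripts. Of all estimates, 8782 were above 0 against 8239 below and 3346 were above 0.5 against 3233 below −0.5, a balance that the centring of the values near 0 largely sets. A skew of the larger estimates is consistent with the uncalled transcripts, of which 60.3% were lower at sizes of at least the smallest call, 1.38 (324 against 213, exact binomial p = 1.91e-06). The calls were more one-sided at 85.7% (Fisher's exact p = 0.000314), so the skew may account for only part of it. A second limit, the median size of the calls (2.19), was tried after that result was known. There 67.6% of the uncalled transcripts were lower (23 against 11, exact binomial p = 0.0576), against 88% of calls (Fisher's exact p = 0.12), and these numbers are too few to decide. Both limits are given because they lead to different readings. Transcripts of one gene are not independent in these tests.

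Transcripts of one gene often differed. The correlation of random pairs of protein-coding transcripts of a gene was 0.298 over 2899 genes, above the largest value of 0.0656 among shuffled pairs, so they share a component. Of these pairs 59.4% had the same sign, and the within-gene SD was 0.49 against 0.58 in all. Random error of each estimate on top of the shared component may give all of the within-gene differences, and it cannot be told apart from true differences between isoforms, because no error of a single estimate is given. Isoforms share reads, which may by itself raise the correlation.

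Exactly 252 transcripts are listed at 0, while the smallest other change is 0.01 in size and intervals next to 0 of equal width hold 153 transcripts on average. No explanation of this was tested, and leaving them out changed the TOP difference to 0.42.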
